A study of Mus musculus with 12 samples.

How the data were processed

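Livers of wild-type 129S6/SvEv mice were perfused with collagenase, and the released cells were enriched for hepatocytes by centrifugation, frozen, thawed and turned into 10x Genomics Chromium v3 libraries, per the labels' protocols. Chromium libraries tag each captured transcript with a cell barcode and a unique molecular identifier (UMI), so that a count is a number of molecules and not of reads. The 12 libraries came from females and males at zeitgeber time 10 (ZT10) and 22 (ZT22), hours counted from lights on, with 3 libraries in each of the 4 groups.

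The authors deposited a table of raw UMI counts for 18326 features and 31003 cells, with 1 metadata line per cell. Per the file headers, the metadata give each cell's total UMI count, its number of detected features, the fraction of its signal assigned to introns, and the percent of its UMIs in mitochondrial and in caspase genes. The aligner, the gene annotation, the cell filters and the merging of libraries are not recorded in the labels or the file headers. The values were checked against each other. The column sums and the number of features above 0 equalled the metadata in all 31003 cells. The deposited mitochondrial percent equalled the summed share of 13 adjacent features, and the deposited caspase percent that of 7 features, in every cell, once each percent was turned into UMIs and rounded to the nearest whole number. The deposited intronic fraction lies between 0 and 1, and its denominator is not stated in the file headers. Every deposited cell had at least 501 detected features, at most 39.99% mitochondrial UMIs, at most 0.0100% caspase UMIs and between 727 and 52452 UMIs. No column of another sample was in the count table.

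The features carry numbers and no gene names, and the files do not pair the numbers with names. The zone analysis, the cell type markers, the gene set tests and the genes listed by name, all fixed before the data were examined, need gene names and were not run. No gene is named below, and at most 2 features that rose and 2 that fell are given for each comparison. A feature is given by its number in the count table.

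Cells could not be assigned to named types, so the planned restriction to hepatocytes was replaced by a restriction to a main cell population. Counts without the 13 mitochondrial features were scaled to 10000 per cell and log-transformed, and 2000 variable features were chosen across libraries with scanpy 1.11.5. Values were centred within each library, reduced to 8 principal components and clustered on a graph of 15 nearest neighbours with the Leiden method of igraph 0.11.9 at a resolution of 0.3. A cluster was set apart when the median fold of its 10 leading features over all other cells exceeded 8, with leading features required in at least 20% of the cluster's cells. This left 4 clusters with 26774 cells, 86.4% of all, as the main population, and set 4229 cells in the 4 remaining clusters apart. The clusters stay unnamed. The clustering settings and the threshold were chosen after seeing the data, after several other clusterings had been looked at and before any test between groups was run. Scrublet, run on each library with an expected doublet rate of 0.05, marked 69 cells, 0.223% of all, which is too few for a working doublet call, so no cell was removed as a doublet in the main setting.

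The UMIs of the main population were summed for each library, since cells of 1 library are not replicates. The 12 sums were tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr by group) in a model with 1 mean per group, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05 and no minimum fold change. This kept 11601 of the 18015 features with a count in the main population, and the others held 0.166% of its UMIs. The contrasts were female against male, ZT22 against ZT10, and the interaction of both. Contrasts within 1 time or 1 sex came from the same fit. The SE of a log2 fold change is its absolute value divided by the square root of edgeR's F statistic, and is approximate. The main population held between 1.79e6 and 12.8e6 UMIs per library. Normalised counts per 1e6 UMIs, written CPM below, are TMM-scaled. Per-library measures were compared by exact permutation over all 924 assignments of the libraries to groups of 6 and 6.

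The features given by number follow a rule fixed before the data were examined. They have an adjusted p under 0.05, at least 10 CPM in the higher group, no overlap of the libraries within each time or within each sex, and the largest fold changes. Where all libraries of a sex were at 0, the fold was computed against a floor of 3 UMIs per library and is a lower bound. The floor, and the limit of 2 features in place of 5, were set after seeing the data. Such floors, and the exact binomial intervals at the 95% level, cover counting error only.

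The labels number the replicates 1 to 3 in each group and do not say what a shared number marks. At ZT10, the deviations of the female and male libraries of the same number from their group means correlated in all 3 pairs, with r of 0.200, 0.196 and 0.392. By the threshold of 0.1 for every pair, the numbers were taken to pair the sexes at ZT10, and this correlation alone decided it. The threshold does not establish a pairing. Of 36 pairs of libraries with different numbers, 9 also passed it. The highest r among them was 0.531, for male ZT10 replicate 3 and male ZT22 replicate 1. Some same-numbered libraries also share a library code, as given below. At ZT22, 1 of 3 such pairs was over 0.1, and across times 4 of 12, so by this threshold the numbers pair neither the sexes at ZT22 nor the times.

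The metadata also hold a library code whose first part, called the preparation code here, takes 6 values. Each code holds libraries of 1 time only, and 4 of the codes hold both sexes. At ZT10, the female and male libraries numbered 1 share a code, as do those numbered 3, while those numbered 2 do not. At ZT22, those numbered 1 share a code, as do those numbered 2, while those numbered 3 do not. The code was used as a fixed block for the sex contrasts and the interaction, and as a random block (duplicateCorrelation in limma 3.58.1) for all contrasts. This use was chosen after seeing the data.

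The alternatives fixed before the data were examined were DESeq2 1.42.0, RLE factors, no filter on low counts, limma-voom, counts thinned to the smallest library, cells with at least 2000 UMIs, all deposited cells, the replicate number as a block, and each library left out in turn. Alternatives added after seeing the data were the preparation code, the replicate number as a block within each time, exact sign flips over same-numbered libraries for the per-library measures, the share of cells set apart without the cluster of 73 cells, removal of the 5% of cells with the highest Scrublet scores in each library, cells with an intronic fraction under 0.3, library sizes without the 10 most abundant features, and counts without mitochondrial features.

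The tests were checked on simulated counts drawn from the real means, library sizes and dispersions, with 200 features changed 2-fold or 4-fold. For the sex contrast, over 11467 features, edgeR recovered 182 of the 200 and called 8 unchanged features. For the time contrast, over 11461 features, it recovered 170 and called 11 unchanged ones. For the interaction, over 11487 features, it recovered 80 and called 6 unchanged ones.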

Results

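Single-cell transcriptomes of mouse liver were collected to ask how sex and time of day shape the liver, with an interest in the uptake and assembly of very low density lipoprotein. The 12 libraries held 31003 cells and 100273202 UMIs. Library totals ranged from 2284202 UMIs in male ZT10 replicate 2 to 14654630 in male ZT10 replicate 1, and cell numbers from 494 to 3949 in the same libraries. The median depth per cell lay between 2213 and 3734 UMIs. The median number of detected features per cell lay between 1034 and 1562.

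Before features were compared, the libraries were compared for cell number, depth, intronic fraction, mitochondrial share and the share of cells in the clusters set apart. None of the 10 comparisons between the sexes or the times passed an exact two-sided permutation test of unpaired libraries, with a smallest p of 0.201 and adjusted values of 0.970 throughout. Cell number was 2654 ± 903 in the 6 female and 2513 ± 1203 in the 6 male libraries (mean ± SD). The median UMIs per cell were 2893 ± 503 in the female and 3134 ± 541 in the male libraries. They were 2987 ± 443 at ZT22 and 3040 ± 618 at ZT10. The median mitochondrial percent was 12.98 ± 2.70 at ZT22 and 10.7 ± 3.08 at ZT10, with n = 6 each and an exact permutation p of 0.201.

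The median intronic fraction per library was 0.510 in male ZT22 replicate 2 and between 0.211 and 0.319 in the other 11 libraries. The female libraries lay at 0.238 ± 0.0307 and the male libraries at 0.298 ± 0.110 (n = 6 each, exact permutation p = 0.225). The female minus male difference was -0.060, and -0.017 without male ZT22 replicate 2. Within the preparation codes that hold both sexes, the female minus male difference was -0.0028, -0.0040 and -0.0049 in 3 codes, and -0.156 in the code that holds male ZT22 replicate 2.

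The clusters set apart held 11.9% ± 6.57 of the cells in the female ZT10 group, 17.8% ± 5.87 in the female ZT22 group, 17.9% ± 6.61 in the male ZT10 group and 10.9% ± 6.97 in the male ZT22 group (SD, n = 3 each). Among single libraries, the share ran from 2.81% in male ZT22 replicate 2 (exact 95% interval 2.21 to 3.51) to 25.5% in male ZT10 replicate 2 (21.7 to 29.6). Of the 4 clusters set apart, 3 held cells of all 12 libraries. The last one, of 73 cells, drew 98.6% of its cells from male ZT10 replicate 2, where 72 of the 88 cells of a second library part fell into it. Without this cluster, the share was 12.8% in that library and 13.7% ± 1.12 in the male ZT10 group. Among the main population's clusters, 1 held 88.2% of the cells of male ZT22 replicate 2 and drew 52.1% of its cells from that library.

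**Figure D1:**
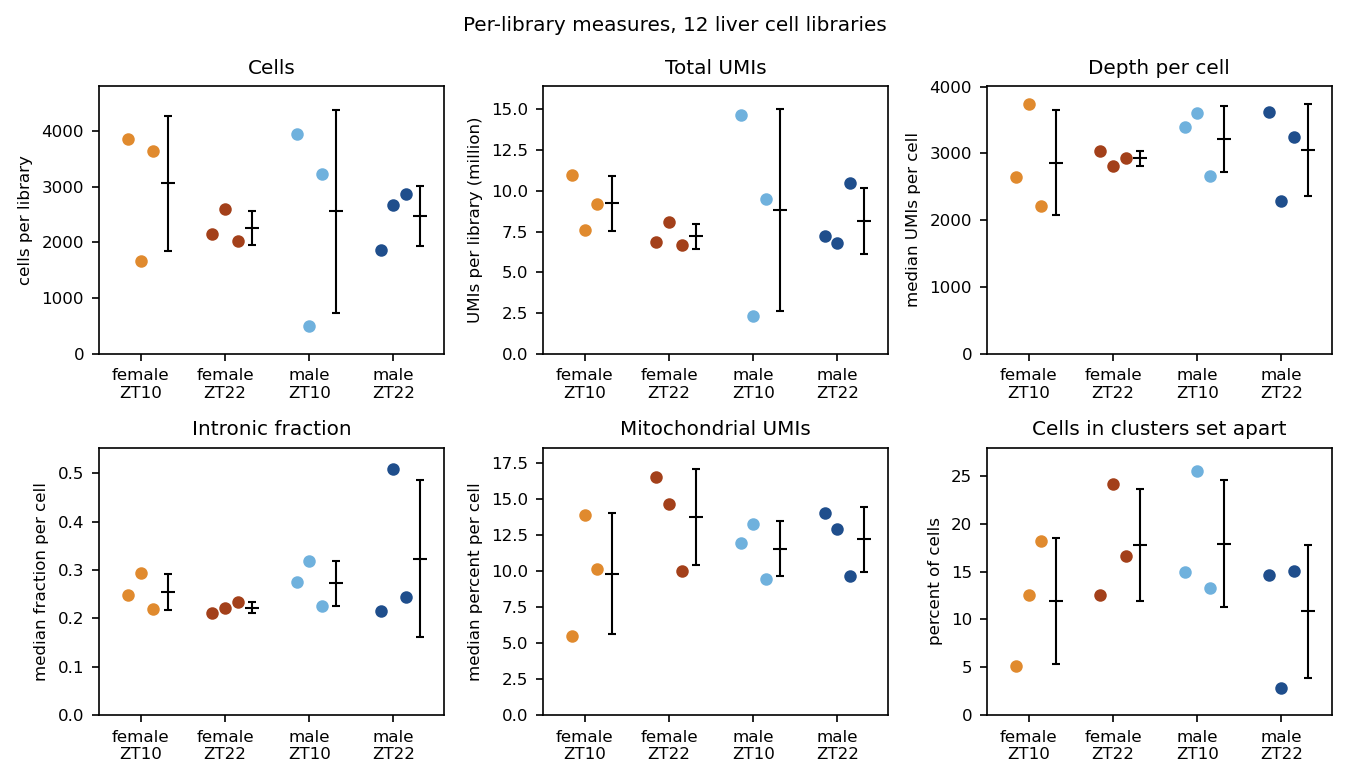
Per-library cell number, total UMIs, median UMIs per cell, median intronic fraction, median mitochondrial percent and percent of cells in the clusters set apart, for the 4 groups; points are libraries and bars are the mean and SD of 3 libraries. Male ZT22 replicate 2 lies at an intronic fraction of 0.510, above the 0.211 to 0.319 of the other 11 libraries.

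The libraries separated by sex and time in a principal component analysis of 7141 features with at least 10 normalised CPM. The first component held 51.6% of the variance and parted the 6 female from the 6 male libraries. The second held 17.7% and parted the 6 ZT10 from the 6 ZT22 libraries. The third held 14.4%. Male ZT22 replicate 2 stood at the end of all 3. Its score was 52.2 on the first, against 26.3 to 33.2 in the other male libraries, and -33.4 on the second, against -19.9 to -11.4 in the other ZT22 libraries. On the third it was 36.8, against -25.3 to 20.5 in the other 11 libraries.

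The first comparison asked which features differ between the sexes. Of 11601 features tested in the main population, edgeR's quasi-likelihood test called 731, of which 400 were higher in females and 331 higher in males. The change was at least 2-fold in 471 of them. The count moved most with the preparation code as a block, which compares the sexes within preparations: 487 features were called, 457 of them among the 731. The thinned libraries gave 521 and DESeq2 924.

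Some features were found in libraries of 1 sex only. In the counts of all deposited cells, 13 features had at least 10 UMIs in each of the 6 female libraries and 0 in every male library, and 6 features showed the reverse. None of the 461 other ways to split the 12 libraries into 6 and 6 gave such a feature.

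By the fixed rule, the features given for sex were all listed at 0 in the opposite sex. The folds below are lower bounds that hold if a listed 0 stands for at most 3 UMIs in a library. Feature 7643 was counted 46703 times in the main population of females and 0 times in males, at 878 ± 126 normalised CPM in the female ZT10 and 1347 ± 195 in the female ZT22 libraries (SD, n = 3 each). That is at least 1991-fold higher in females (edgeR adjusted p = 2.1e-09). Feature 14522 was counted 21325 times in females, at 491 ± 145 and 488 ± 120 CPM (SD, n = 3 each), and was at least 876-fold higher in females (edgeR adjusted p = 6.2e-09). Feature 2991 was counted 12090 times in males and 0 times in females, at 237 ± 45.6 CPM in the male ZT10 and 256 ± 76.3 in the male ZT22 libraries. It was at least 561-fold higher in males (edgeR adjusted p = 5.3e-09). Feature 13711 was counted 4110 times in males, at 79.5 ± 15.8 and 91.4 ± 23.6 CPM, and was at least 195-fold higher in males (edgeR adjusted p = 8.0e-09). Each of these directions held in 6 of 6 libraries against the other 6.

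The second comparison asked which features differ between the times of day. ZT10 and ZT22 are 12 hours apart. The test called 1154 features, of which 614 were higher at ZT22 and 540 higher at ZT10, and the change was at least 2-fold in 493. The count moved most when all libraries were thinned to the smallest one, to 718 features. Each preparation code holds 1 time only, so time could not be compared within a preparation. With the code as a random block in limma-voom, 1504 features were called, against 1100 in limma-voom without it. The estimated correlation within preparations was -0.122.

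Preparations were also compared with each other, with 1 female and 1 male library on each side. Across 9 comparisons between preparations of different times, edgeR called between 162 and 780 features. Across 4 comparisons between preparations of the same time, it called between 3 and 28. At an unadjusted edgeR p under 0.05 the ranges overlapped, with 713 to 2369 features for different times and 525 to 1507 for the same time. They did not overlap without male ZT22 replicate 2. These comparisons cannot tell time and preparation apart, for reasons given below.

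The features given for time changed in both sexes. Feature 105 rose from 0.47 ± 0.32 normalised CPM at ZT10 to 97.2 ± 3.43 at ZT22 in females, and from 0.50 ± 0.25 to 90.0 ± 21.9 in males (SD, n = 3 each). Its log2 fold change was 7.45 ± 0.27 (SE, edgeR adjusted p = 7.6e-10), with only 14 UMIs behind the ZT10 values in females and 13 in males. Feature 5733 rose from 5.62 ± 5.29 to 78.2 ± 0.95 in females and from 2.47 ± 1.02 to 88.0 ± 20.97 in males, a log2 fold change of 4.58 ± 0.37 (SE, edgeR adjusted p = 2.9e-06). Feature 5422 fell from 96.8 ± 59.9 to 2.19 ± 0.62 in females and from 115 ± 22.4 to 1.90 ± 0.89 in males. Its log2 fold change was -5.70 ± 0.34 (SE, edgeR adjusted p = 1.8e-07). Feature 9908 fell from 15.8 ± 2.26 to 0.52 ± 0.33 in females and from 8.74 ± 3.38 to 0.53 ± 0.47 in males, a log2 fold change of -4.46 ± 0.38 (SE, edgeR adjusted p = 4.1e-06). All 6 libraries of the higher time lay above all 6 of the lower time for each of these 4 features.

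**Figure D2:**
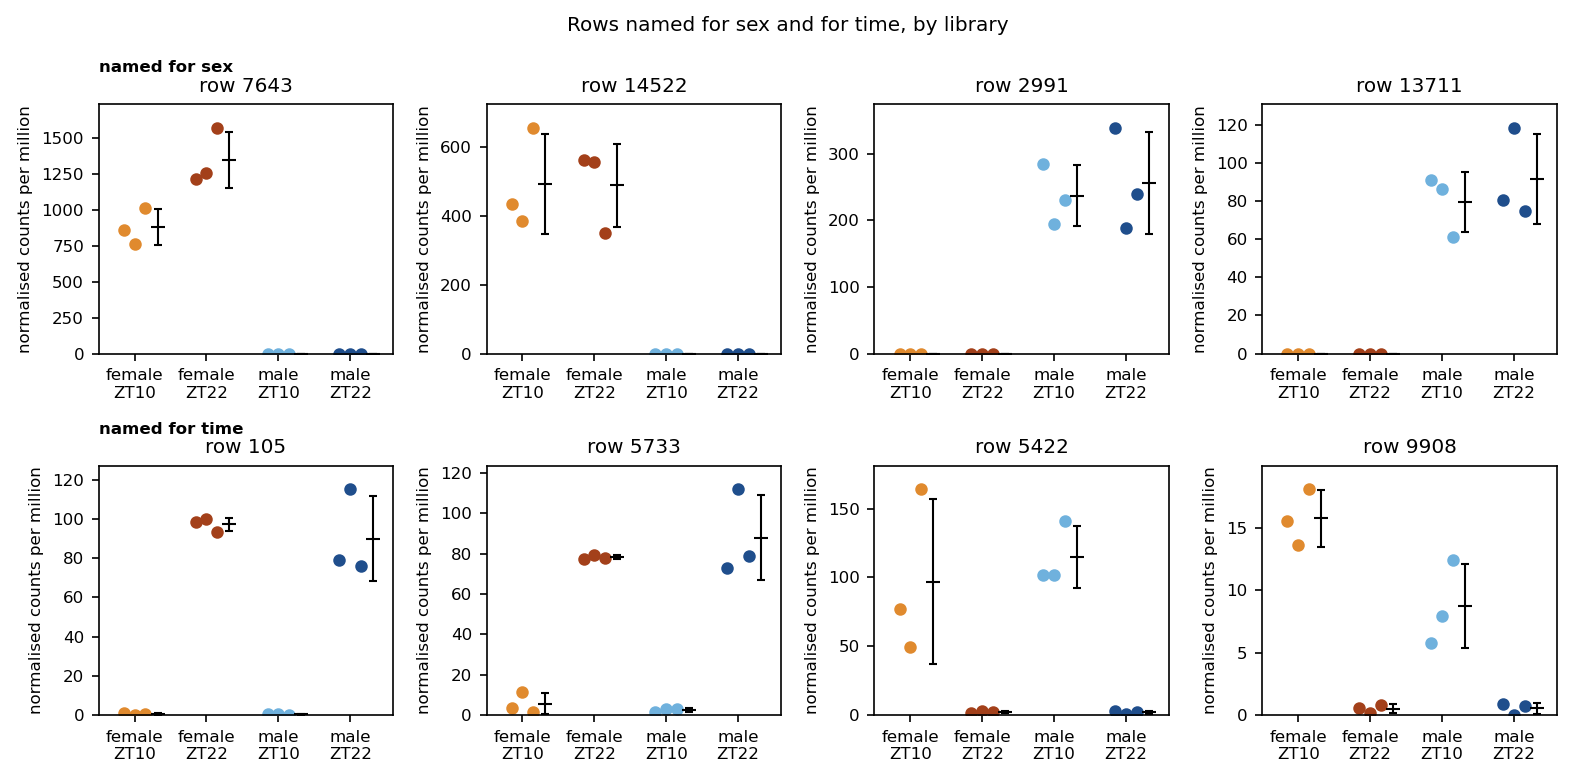
Normalised CPM of the main population in each library (points), with the mean and SD of 3 libraries (bars), for the features given for sex (top) and for time (bottom). The features given for sex are at 0 in all 6 libraries of the opposite sex, and feature 105 stays at or below 0.78 at ZT10 and at or above 75.9 at ZT22.

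The third comparison asked whether the time difference depends on sex. edgeR called 0 features for the interaction, with 576 of 11601 at an unadjusted p under 0.05. DESeq2 called 12 and limma-voom 0. Without the filter on low counts edgeR called 4, and without female ZT10 replicate 3 it called 3. For the 8 features given above, the interaction had an adjusted p of at least 0.977.

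Within 1 time or 1 sex, where each contrast rests on 3 libraries against 3, the same fit called 335 features for sex at ZT10 and 492 at ZT22. It called 372 features for time in females and 524 in males. These counts are not shown to differ, since the interaction called none. Sex at ZT22 fell to 304 without female ZT22 replicate 1 and to 303 without female ZT22 replicate 2. Time in males fell to 269 without male ZT10 replicate 1 and to 341 without male ZT22 replicate 1. Time in females fell to 142, 151 and 206 without female ZT22 replicate 1, 2 and 3, and to 219 and 222 without female ZT10 replicate 1 and 2. It rose to 685 without male ZT22 replicate 2, a library of neither group in that contrast.

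The effects were also compared across strata that share no library. Over all 11601 features, which are not independent replicates, the sex effect at ZT10 and at ZT22 had a Pearson r of 0.819 and a Spearman rho of 0.417, and 64.5% of the features had the same sign. Of the 335 features called at ZT10, 325 had the same sign at ZT22, and of the 492 called at ZT22, 469 had the same sign at ZT10. The time effect in females and in males had a Pearson r of 0.558 and a Spearman rho of 0.415, with the same sign in 63.4%. Of the 372 features called for time in females, 356 had the same sign in males, and of the 524 called in males, 505 had the same sign in females. The female and male libraries share preparation codes, and no code holds both times. A difference between preparations could therefore also give the same sign in both sexes, so this agreement does not separate time from preparation.

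**Figure D3:**
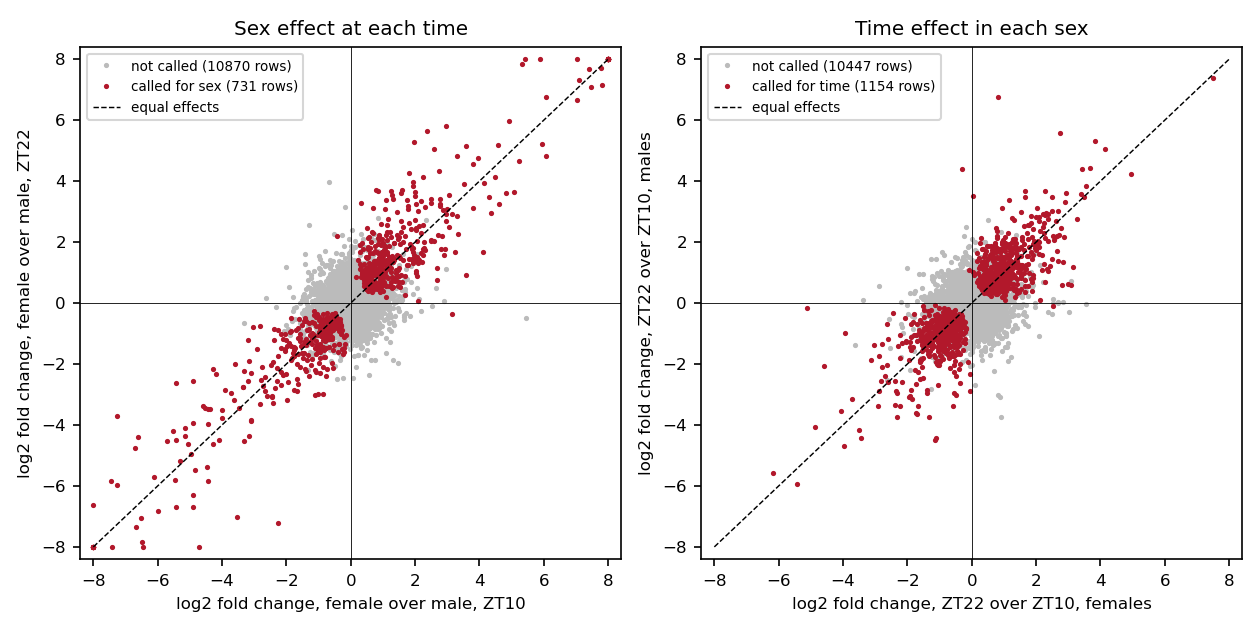
Fitted log2 fold changes of 11601 features: female over male at ZT10 (x) against ZT22 (y) on the left, and ZT22 over ZT10 in females (x) against males (y) on the right. Red points are the 731 features called for sex and the 1154 called for time, grey points the others; 37 features beyond a value of 8 on the left are drawn at the edge.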

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

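Of the tests below, those of the time label and of the clusters set apart were set down before their results were seen. The level that decides the first of these was changed after its values were seen. The other tests, and the pooling of groups for the comparison of single libraries, were chosen after. The design has groups of 3, too few to single out a library, so 5 measures were looked at over the 6 libraries of each sex and of each time. Of the 20 sets, 2 had a library set far from the others, and chance gives about 1 in 20.

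Both concern the median intronic fraction of male ZT22 replicate 2, which was 0.510. Its gap to the nearest library was 0.648 of the whole range among the male libraries and 0.888 among the ZT22 libraries, both above Dixon's critical value for 6 values. Several explanations are argued against by the tables. Its 2 fellow libraries of the same preparation code lay at or below 0.244, against a preparation effect. A library with fewer UMIs per cell, female ZT10 replicate 3, lay at 0.220, against depth. Restriction to the main population, where it stayed at 0.511, decides nothing about other cells, since 88.2% of its cells fell into 1 cluster of that population. In the clusters set apart that hold cells of all 12 libraries, its cells had medians of 0.265, 0.448 and 0.327, above the highest of the other libraries in each, 0.210, 0.260 and 0.204. They rest on 20, 42 and 13 cells. The shift therefore runs through distinct kinds of cells, against an excess of 1 kind as its whole cause. Its 5th percentile was 0.252, above the 0.099 to 0.149 of the other 11 libraries, so the shift covers nearly all cells and not a subset. Its median mitochondrial percent of 12.9 lay within the 5.46 to 16.6 of the other libraries, against nuclei stripped of cytoplasm. All 6 features that are specific to males in the other 11 libraries were counted in it, and none of the 13 specific to females was, against a wrong sex label. Of the features called for time without it, 61.6% lay nearer the other male ZT22 libraries than the male ZT10 ones, against a wrong time label, although the other libraries reached 75.9% to 89.5%.

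The fraction does not stand alone in this library. Across 7173 features, which are not independent replicates, its deviation from the other male ZT22 libraries had a Pearson r of 0.702 and a Spearman rho of 0.787 with the contrast of intron-rich and intron-poor cells inside the other 11 libraries. Its deviation followed that contrast with a slope of 0.929. The slopes of the other 11 libraries, with this library left out of their reference, had an SD of 0.217 around 0 and ran from -0.423 to 0.437, with both ends in the male ZT10 group. The counts of this library thus moved along the contrast by more than those of any other, which argues against a fraction that was only computed differently. The level that decides the test of the time label was changed after the values were seen. A handling step of this library that changed the balance of nuclear and cytoplasmic RNA, and a difference of the animal itself, both stay open and may be the source; neither was tested.

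The caspase percent of the metadata enters no comparison above. Its 7 features held 138 UMIs in 127 cells. All of these cells had more than 10000 UMIs, and the shallowest had 10004. Of the 254 cells above 10000 UMIs, 50% held a caspase UMI (exact 95% interval 43.7 to 56.3), against 0 of the 30749 shallower cells. At the rate of the deeper cells, the shallower cells would have held 4231 such UMIs, and 12.7% of them would have had at least 1. This is consistent with a filter on cells at a caspase share of 0.01%, under which a single caspase UMI removes any cell of up to 10000 UMIs. The deeper cells would have passed the same filter, so the expected numbers for the shallower cells may be too low. No biological explanation was tested. The deposited cells may then be a set in which the chance of removal depends on depth.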

How the results depend on the processing

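The sex count stayed within 1.5 times of 731 in 14 of 15 settings and in all 12 settings that leave out a library (577 to 839). The exception, added after seeing the data, was the preparation code as a fixed block with 487, which also gave 207 at ZT10 and 305 at ZT22; it spends coefficients on preparations. The time count stayed within 1.5 times of 1154 in 12 of 13 settings and in all 12 without a library (784 to 1508). The exception was thinning to the smallest library, with 718 features from 9378 tested. No feature called for sex or for time in any of these settings had the opposite sign in the main setting, where it was tested there. For sex at ZT10, at most 1 called feature in a setting had the opposite sign. For sex at ZT22 and for time in females and in males, 0 did. The interaction count of 0 became 12 in DESeq2 and 4 without the filter on low counts, and ranged from 0 to 3 without a library; the cause was not tested.

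Within strata, leaving out a library gave 246 to 458 for sex at ZT10, 303 to 516 for sex at ZT22, 142 to 685 for time in females and 269 to 599 for time in males. Time in females rose from 372 to 582 in DESeq2 and to 642 in cells with an intronic fraction under 0.3; the cause of the first was not tested. All 208 refits of the 8 features given by number kept direction and threshold, with a highest adjusted p of 0.00016.

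The replicate block gave 882 features for sex, 1274 for time and 0 for the interaction. A block within each time was added after seeing the data, since the numbers passed the pairing threshold for the sexes at ZT10 alone. It gave 766 features for sex, 349 for sex at ZT10 and 0 for the interaction. The block moved no count by over 1.5 times. For the per-library measures, pairs of the same number, added after seeing the data, were tested by exact sign flips. The intronic fraction was lower in the female library in 6 of 6 pairs, with a mean female minus male difference of -0.060 and an exact permutation p of 0.0312, the smallest that 6 pairs can give, and 0.312 after adjustment over the 10 tests. At ZT10, the only time at which the numbers passed the pairing threshold, it was lower in 3 of 3 pairs. The mean difference was -0.018, with an exact permutation p of 0.25, the smallest that 3 pairs can give. The block changed no other call.

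None of the per-library measures passed the unpaired test under any alternative, with a smallest exact permutation p of 0.0606, for cell number by time without male ZT10 replicate 2. In the main population alone, the ZT22 minus ZT10 difference in median UMIs per cell changed sign, from -53.7 to 58.5, and the female minus male difference in mitochondrial percent from -0.081 to 0.225. Without 1 library, differences between the sexes ran from -263 to 428 cells, from -409 to -104 UMIs per cell, from -1.03 to 1.19 in mitochondrial percent and from -1.84 to 2.70 in percent of cells set apart. Those between the times ran from -912 to -221 cells, from 1.25 to 2.96 in mitochondrial percent, from -219 to 85.7 UMIs per cell, from -0.039 to 0.021 in intronic fraction and from -2.58 to 1.69 in percent of cells set apart. The -0.039 was without male ZT22 replicate 2, with an exact permutation p of 0.0649. Without the cluster of 73 cells, the ZT22 minus ZT10 difference in percent of cells set apart changed sign, from -0.611 to 1.51.

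Not run were all zone and gene set results, their alternatives and the exclusion of Mup genes, which need gene names, and the removal of Scrublet's own doublets, which were too few. Library sizes without the 10 most abundant features were used in place of the Mup setting and gave 732 for sex and 1153 for time. These features stayed in the test, and whether they include Mup genes is not known. The counts therefore do not show what excluding Mup genes would do.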

Other observations

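The tests on preparations, on features called for both sex and time, and on the spread between libraries were set down before their results were seen; those on regrouped libraries, the order of the features and the leading axis were chosen after.

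Regrouping the libraries gave fewer called features for sex and for time. Of 100 regroupings drawn from the 200 that keep sex balanced within each time, only the real one called as many features for sex as the real 731, and the next highest called 46. At an unadjusted p under 0.05, no other grouping reached the real 2256 features, although the highest came near it with 2041. Of 100 drawn from 200 that keep time balanced within each sex, only the real one reached 1154 for time, and the next highest called 512. That regrouping exchanged male ZT10 replicate 3 and male ZT22 replicate 2. At an unadjusted p under 0.05 it had 2837 features, more than the real 2532, so 2 of the 100 groupings reached the real number there. For the interaction all 100 drawn groupings called as many, which a real count of 0 makes certain. These groupings keep neither sex nor time, unlike those above, so they give no null for the interaction. Within each stratum, only 1 of 10 splits, the real one, reached the count for sex at ZT10, sex at ZT22, time in females and time in males, and edgeR called 0 features in every other split. At an unadjusted p under 0.05, the other splits reached at most 806, 694 and 546 features in the first 3 of these contrasts, against the real 1286, 1878 and 1719. For time in males the exchange of male ZT10 replicate 3 and male ZT22 replicate 2 gave 2634, above the real 1915. At ZT10, where the numbers passed the pairing threshold, the splits that part all 3 pairs are among those with 0 features called by edgeR. The 10 splits cannot give a share under 0.1, so these contrasts and chance cannot be told apart by regrouping.

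Time is confounded with the preparation code, since each code holds 1 time. If preparations alone made the time difference, preparations of the same time should differ as much as those of different times. Between preparations of the same time at most 28 features were called, and between preparations of different times at least 162, with the same number of libraries on each side. At an unadjusted p under 0.05 the numbers overlapped, with 525 to 1507 features for the same time and 713 to 2369 for different times, and so did the median absolute log2 fold changes, with 0.14 to 0.28 and 0.24 to 0.40. Without male ZT22 replicate 2 neither measure overlapped. The unadjusted numbers were then 525 to 1507 and 1846 to 2369, and the median absolute log2 fold changes 0.141 to 0.235 and 0.240 to 0.279. The comparisons rest on 4 preparations, which can be paired in only 3 ways, so time and preparation cannot be told apart here, and all or part of the time difference may come from preparations.

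More features were called for both sex and time than independence gives: 138, against 72.7. Features with a high mean or a small spread are easier to call in any contrast. When the time calls were permuted 10000 times among features of like mean and dispersion, the highest number was 106 and the mean 75.8, a p of 0.0001, the smallest that these permutations can give. Without male ZT22 replicate 2, 158 features were called for both, above the highest permuted number of 151, with a permuted mean of 114. The excess over the mean shrank from 1.82-fold to 1.39-fold, so part of it went with that library. Expression level and that library are therefore argued against as the whole cause. Spread is not excluded. Both tests of a feature rest on the same residual estimate from 1 fit, and the permutation did not match features by that estimate. The directions were unrelated: of the 138, 43 were higher in females and at ZT22, 39 in females and at ZT10, 32 in males and at ZT22, and 24 in males and at ZT10 (Fisher's exact p = 0.606). A candidate explanation is a shared set of features under both controls, which was not tested.

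The count for time in females rose from 372 to 685 when male ZT22 replicate 2, a male library, was left out. The common biological coefficient of variation fell from 0.236 to 0.190, while leaving out any other library gave 0.233 to 0.248. The fitted changes in females hardly moved, with a correlation across features of 1.00. This is consistent with the shared estimate of the spread as the route by which 1 library of another group lowers the count. The library also enters the filter on low counts and the normalization, and these routes were not separated from it. The restriction to cells with an intronic fraction under 0.3 gave 0.189 and 642 features.

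The order of the features carries the merge of the libraries. In the order of the count table, the highest feature number with a count rose from each of the 13 library parts to the next, from 16451 to 18326, consistent with features appended library by library. Of the features up to 16451, 837 had no count in the first library, so the feature list may have been made from more cells than the deposited ones. A 0 in a library can then be a feature below a minimum there, which bears on the features listed at 0 in a whole sex.

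Inside the main population, the leading axis of variation between cells held 2.60% of the variance of 2231 features. Its correlation with the intronic fraction had a median of -0.779 over the 12 libraries and was negative in all 12, and with the mitochondrial percent, whose features were left out, a median of 0.579, positive in all 12. With UMIs per cell the correlations went both ways, from -0.731 in male ZT10 replicate 2 to 0.136. In all 12 libraries the correlation with UMIs was weaker than that with the intronic fraction, although by little in that library (-0.731 against -0.773). This argues against depth as the whole source of the axis, and a part of it in some libraries stays open. The axis is consistent with a balance of nuclear and cytoplasmic RNA. Zonation along the liver lobule stays open, since it could not be scored without gene names.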
